# Elevated H3K27ac in aged skeletal muscle leads to increase in extracellular matrix and fibrogenic conversion of muscle satellite cells

**DOI:** 10.1111/acel.12996

**Published:** 2019-07-20

**Authors:** Jiajian Zhou, Karl K. So, Yuying Li, Yang Li, Jie Yuan, Yingzhe Ding, Fengyuan Chen, Yile Huang, Jin Liu, Wayne Lee, Gang Li, Zhenyu Ju, Hao Sun, Huating Wang

**Keywords:** aging, enhancer, extracellular matrix, H3K27ac, JQ1, satellite cell, skeletal muscle

## Abstract

Epigenetic alterations occur in various cells and tissues during aging, but it is not known if such alterations are also associated with aging in skeletal muscle. Here, we examined the changes of a panel of histone modifications and found H3K27ac (an active enhancer mark) is markedly increased in aged human skeletal muscle tissues. Further analyses uncovered that the H3K27ac increase and enhancer activation are associated with the up‐regulation of extracellular matrix (ECM) genes; this may result in alteration of the niche environment for skeletal muscle stem cells, also called satellite cells (SCs), which causes decreased myogenic potential and fibrogenic conversion of SCs. In mice, treatment of aging muscles with JQ1, an inhibitor of enhancer activation, inhibited the ECM up‐regulation and fibrogenic conversion of SCs and restored their myogenic differentiation potential. Altogether, our findings not only uncovered a novel aspect of skeletal muscle aging that is associated with enhancer remodeling but also implicated JQ1 as a potential treatment approach for restoring SC function in aging muscle.

## 1 INTRODUCTION

Skeletal muscle is a contractile, postmitotic tissue composed of multinucleated muscle cells known as myofibers, which are formed by the fusion of differentiated mononuclear muscle cells. Skeletal muscle accounts for 30%–50% of body mass in humans and exhibits an extremely low turnover in the absence of disease or injury (Almada & Wagers, 2016). Meanwhile, muscle possesses remarkable regenerative capacity mediated by adult muscle stem cells, also called satellite cells (SCs) that reside in close association with individual myofibers, underneath the fiber's basal lamina (Mauro, 1961; Yin, Price, & Rudnicki, 2013). Responding to muscle injury, SCs will be activated and proliferate, differentiate, and fuse to existing damaged fibers or fuse with one another to form myofibers de novo. Meanwhile, a subpopulation of SCs returns to quiescence to replenish the stem cell pool (Yin et al., 2013). As we age, the mass, function, and regenerating capacity of muscle gradually decline, affecting mobility, voluntary function, and quality of life (Almada & Wagers, 2016; Bengal, Perdiguero, Serrano, & Muñoz‐Cánoves, 2017). For example, ~1% of skeletal muscle mass and ~2.5%–4% of strength in lower limb muscle is lost per year starting 30th life‐year (Goodpaster et al., 2006; Keller & Engelhardt, 2013). It is thus imperative to investigate mechanisms accounting for the age‐related muscle loss and functional decline. Changes at all levels, including gene expression, histone modification, DNA methylation, and physical changes in muscle stem cell environment, or niche, have been found to be associated with aging (Liu et al., 2013; Sahu et al., 2018; Stearns‐Reider et al., 2017; Su et al., 2015; Vinel et al., 2018; Zykovich et al., 2014). For instance, one of the studies of gene expression in aging muscle revealed that mitochondrial dysfunction is a major age‐related phenomenon and highlighted the beneficial effects of maintaining a high physical capacity in the prevention of age‐related muscle function decline (Su et al., 2015). In another report, transcriptome‐wide analysis demonstrated that the expression of extracellular matrix (ECM) genes is up‐regulated during muscle aging (Zahn et al., 2006). The myofiber basal lamina is comprised of an ECM network that is in direct contact with SCs and ECM plays an essential role in maintaining microenvironmental homeostasis and SC function; the increased ECM levels in aging niche thus lead to deregulated behaviors of SCs. Specifically, SCs displayed decreased myogenic potential but increased expression of fibrogenic genes in aged muscle (Croisier, 2004; Gargioli, Coletta, De Grandis, Cannata, & Cossu, 2008; Stearns‐Reider et al., 2017). This study highlights the impact of niche alterations on the SC function during aging. Still, it is yet to investigate the causes of ECM increase during muscle aging.

Alterations at epigenetic levels are also known to be associated with aging (López‐Otín, Blasco, Partridge, Serrano, & Kroemer, 2013; Sen, Shah, Nativio, & Berger, 2016). For example, Zykovich et al. (2014) uncovered that DNA hypermethylation at gene regions is associated with aging muscle. However, potential alterations of histone marks in aging muscle have not been investigated. For example, H3K27ac enrichment is a hallmark of enhancers and is often used to define typical enhancers (TEs) and super‐enhancers (SEs) with the latter bear unusually high levels of H3K27ac and binding of key transcriptional regulators (Creyghton et al., 2010; Hnisz et al., 2013; Whyte et al., 2013). Several studies have shown the deregulation of H3K27ac and enhancers in aging tissues/cell types (Benayoun et al., 2018; Cheung et al., 2018; Moskowitz et al., 2017; Ucar et al., 2017). For instance, Benayoun et al. found that increased H3K27ac and H3K4me3 levels lead to the up‐regulation of interferon‐related pathways in heart, liver, cerebellum, olfactory bulb, and primary cultures of neural stem cells (NSCs) throughout mouse lifespan (Benayoun et al., 2018); Moskowitz et al. (2017) reported an increased enhancer openness, while a loss of promoter openness in aging CD8^+^ T cells. Our recent report also showed that SEs display substantial enhancer remodeling during myoblast differentiation (Peng et al., 2017) but it is not known if enhancer alterations are associated with muscle aging.

In this study, we examined the changes of a panel of histone marks and found H3K27ac is markedly increased during aging in human skeletal muscle tissues. We next identified aging‐related enhancer alterations and found them associated with the up‐regulation of ECM genes. Furthermore, comparison of transcriptomes in young and aged SCs demonstrated that an age‐related fibrogenic conversion of SCs. In mice, treatment of aging muscles with JQ1, an inhibitor of enhancer activation, reverted the ECM up‐regulation and fibrogenic conversion of SCs, thus restored myogenic potential of SCs, suggesting that ECM increase in aging muscle is a result of enhancer activation and JQ1 can be a potential treatment approach for restoring SC function in aging muscle.

## 2 RESULTS

### 2.1 Increase in H3K27ac mark in aged human muscle

Recent studies showed that age‐associated transcriptional alterations during muscle aging are strongly associated with metabolic pathways and DNA methylation (Su et al., 2015; Zykovich et al., 2014), but the changes on histone modifications remain unexplored. To fill the gap, we collected available ChIP‐seq datasets for H3K4me1, H3K4me3, H3K27me3, H3K9me3, and H3K27ac in human muscles (annotated as gastrocnemius medialis and psoas muscles) at various ages (age range: 3–72 years, see Experimental procedures). Due to the limited number of samples, the datasets were coarsely classified into two groups: (a) young from ≤50 years; and (b) aged from >50 years (Table S1). To detect any difference, we divided the reference genome (hg19) into 1 Mb bins and quantified the difference of each mark in binned regions between young and aged group as z‐score, which is the number of standard deviations (*SD*s) away from the mean of normalized read counts of young muscle samples. By comparing all binned regions across the genome, the circos plot demonstrated that the level of H3K27ac mark is evidently increased in aged versus young group (Figure 1a). Moreover, the percentage of bins with increased H3K27ac in the aged group is significantly higher compared with young group (Figure 1b) while the bins with decreased H3K27ac is unchanged between the two groups (Figure 1c). When the comparison was performed on other histone marks including H3K4me1, H3K4me3, H3K9me3, and H3K27me3, no significant differences were detected in aged versus young group (Figure S1). Together, the above results indicate that the increase in H3K27ac is a hallmark of aged human skeletal muscle tissue, warranting further investigation of its implication.

**Figure 1:**
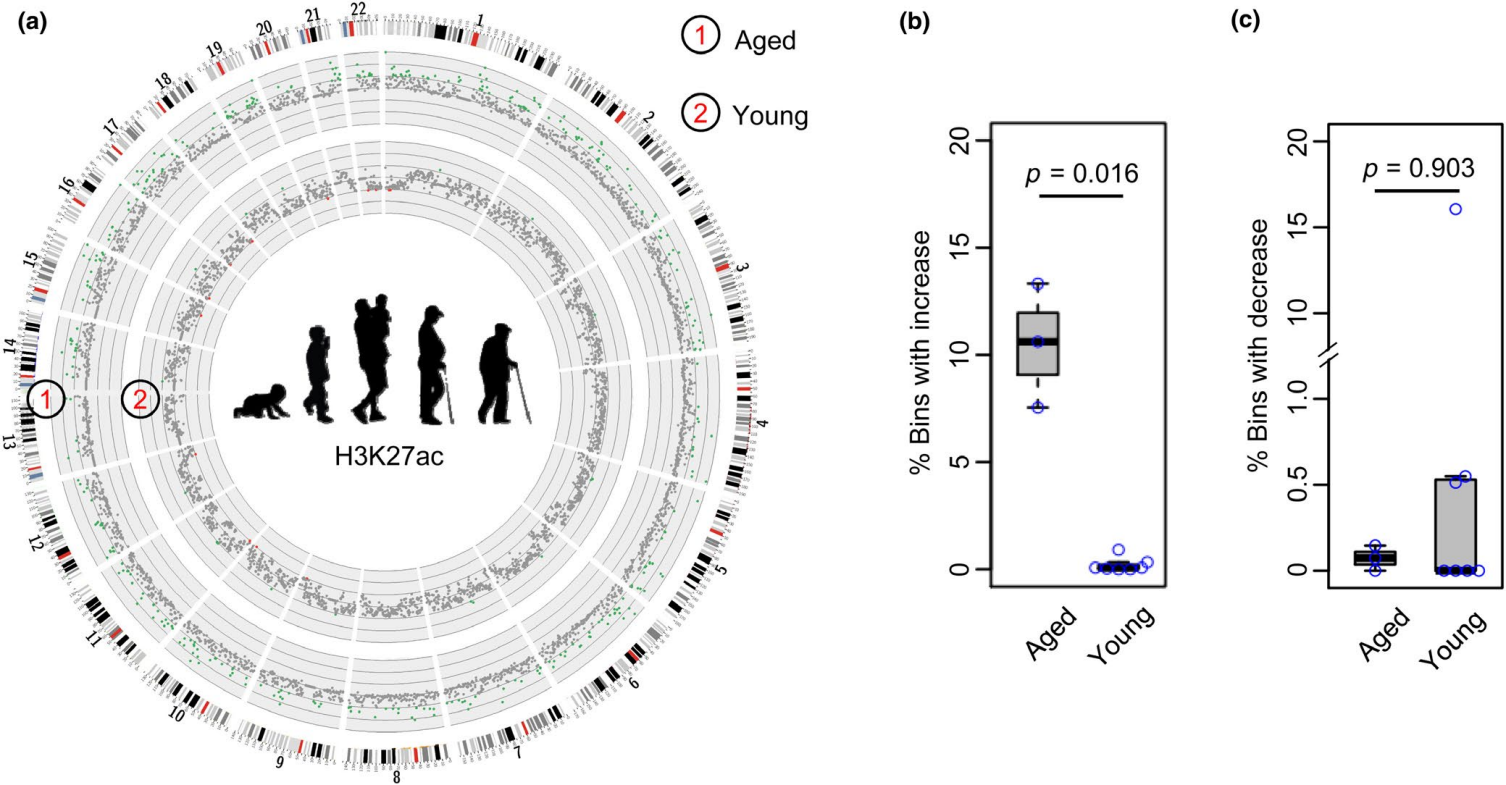
Genome‐wide increase in H3K27ac mark in aged human muscle. (a) Circos plot illustrating the increase in H3K27ac in aged versus young muscles. The green dot represents a bin with increased H3K27ac (*z*‐score > 2), while the red dot represents a bin with decreased H3K27ac (*z*‐score < −2). (b and c) Boxplot showing that the percentage of bins with increased but not decreased H3K27ac is significantly higher in the aged versus young group

### 2.2 Identification of age‐related enhancer alterations during human muscle aging

As H3K27ac delineates active enhancers, and its signal strength is positively correlated with enhancer activity (Creyghton et al., 2010; Li, Notani, & Rosenfeld, 2016; Peng et al., 2017), we speculated that the increase in H3K27ac might alter the enhancer landscape during muscle aging. To test this notion, we defined TEs and SEs according to the H3K27ac signals (Peng et al., 2017; Figure 2a, Experimental procedures) and examined age‐related enhancer alterations. An average of 900–1,600 SEs and 22,340–23,072 TEs were defined in each sample; a total number of 22,518 TEs and 1,666 SEs were defined in the young group while 22,675 TEs and 1,810 SEs in the aged group (Figure 2b, Table S2). Interestingly, a large proportion (>70%) of SEs is shared between the young and aged groups, while 403 SEs are specific to aged muscles (Figure 2b). When examining the correlation of H3K27ac signals of SEs in all samples using a heatmap analysis (see Experimental procedures), progressive changes in SE profiles were readily observed during muscle aging; a high correlation was observed between the two consecutive ages but gradually decreases as the age increases (Figure 2c). To further explore the dynamics of enhancer remodeling during muscle aging, we categorized all muscle samples into four groups: adolescent, adult, aging, and aged (adolescent: 3–23 years, three samples; adult: 30–40 years, two samples; aging: 50–60 years, two samples; aged: >70 years, one sample; see Experimental procedures). All enhancer constituents from all samples were merged to form a uniform enhancer profile, and RPKM value for each enhancer constituent in each sample was then calculated. Clustering analysis for all peaks based on their RPKM values was then performed using Short Time‐series Expression Miner (STEM; Ernst & Bar‐Joseph, 2006). By clustering ~15,000 enhancer constituents with at least twofold changes of RPKM values between adolescent and aged group, 4,632 comprised a cluster with a gradual increase in H3K27ac signal during aging (Figure 2d), while only a very small number of enhancer clusters (<100 enhancers) displayed a decreased H3K27ac signal (Figure S2). Altogether, our results confirmed a global increase in H3K27ac level during muscle aging. Interestingly, the majority (3,854, 83.2%) of the activated enhancers are from TEs and 16.8% (778) from SEs (Figure 2e). Still, we observed more than 30% of aged specific SEs contain at least one activated enhancer constitute, which is higher than those shared or young‐specific SEs (Figure 2f), suggesting that SE activation is a hallmark of muscle aging. Furthermore, GO enrichment analysis showed that the adjacent genes associated with activated enhancers are markedly enriched for extracellular matrix (ECM) structure and organization (Figure 2g), suggesting a possible role for the enhancer activation in upregulating ECM gene expression during aging. Expectedly, an increase in H3K27ac signal was observed in the cognate enhancers of ECM genes, such as *COL1A2*, *FBN1*, *TIMP2*, *TGFBI,* and *COL6A2* (Figure 2h). Collectively, our results revealed that remodeling of enhancer landscape is prevalent during muscle aging and enhancer activation may be associated with ECM gene up‐regulation.

**Figure 2:**
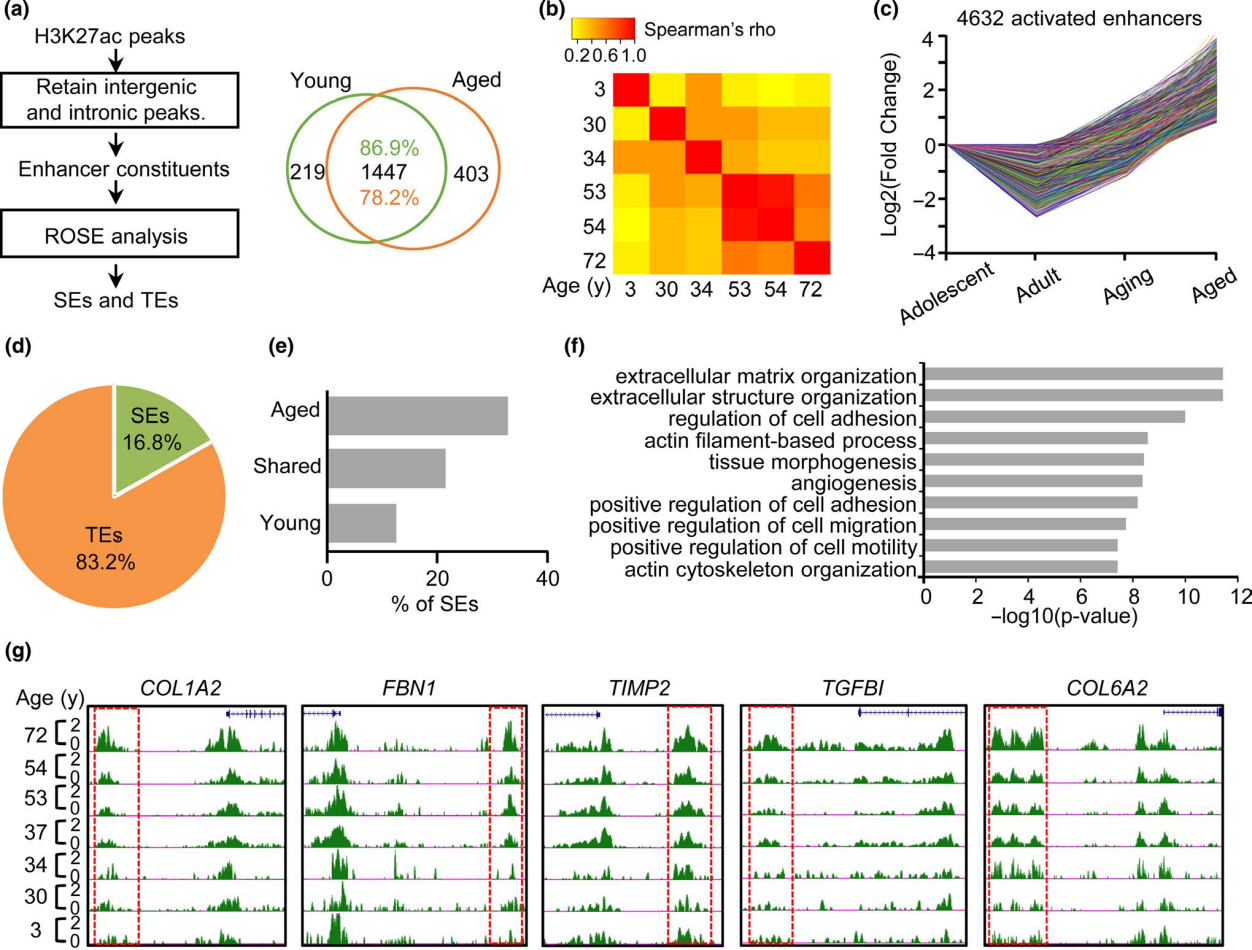
Identification of age‐related enhancer alterations during human muscle aging. (a) Illustration of the computational pipeline for identifying typical enhancers (TEs) and super‐enhancers (SEs). (b) Venn diagram showing the changed profiles of SEs between young and aged groups. (c) Heatmap showing Spearman's correlation coefficient (Spearman's *ρ*) of SEs signals among different age samples. (d) Line plot showing the fold change (log2) of enhancer constituents with increased signal during muscle aging. The enhancer cluster is identified through STEM analysis. (e) The distribution of the above activated enhancers in TEs or SEs. (f) Bar plot showing a large proportion of aged specific SEs contain at least one activated enhancer. (g) Gene ontology (GO) analysis shows that the proximal genes of the above activated enhancers are enriched in extracellular matrix (ECM) terms. (h) Snapshots of H3K27ac signals in cognate enhancers of five ECM genes

### 2.3 Enhancer alterations are associated with up‐regulation of ECM genes in aged human muscle

To further test whether the above discovered enhancer activation leads to ECM gene up‐regulation, we obtained RNA‐seq profiles of 454 human muscle tissues from GTEx (The GTEx Consortium, 2015). All samples were categorized into six age groups: 20–29, 30–39, 40–49, 50–59, 60–69, and 70–79 years (Table S1, see Experimental procedures). STEM analysis was carried out to examine the gene expression dynamics. As shown in Figure 3a, a group of genes (2,275 genes) with a gradual increase in expression during aging and a relatively small group (152 genes) with a decrease in expression (Figure 3c) were uncovered (Table S3). Expectedly, GO enrichment analysis showed that the up‐regulated genes are indeed strongly enriched with ECM terms (Figure 3b, Table S3), while the down‐regulated genes are marginally associated with nucleosome and DNA packaging complex (Figure 3d, Table S3). We further overlapped the activated enhancers with the increased genes and found that 385 (27%) out of 1,413 genes associated with activated enhancers are up‐regulated (Figure 3e, Table S3) including *SFRP2, HTRA1, COL1A2, EFEMP1, and COL6A1* (Figure 3g, Figure S3), which is in line with the activating role of enhancers. GO enrichment analysis again demonstrated that these genes are highly enriched for ECM terms (Figure 3f), suggesting that ECM up‐regulation is tightly associated with activated enhancers.

**Figure 3:**
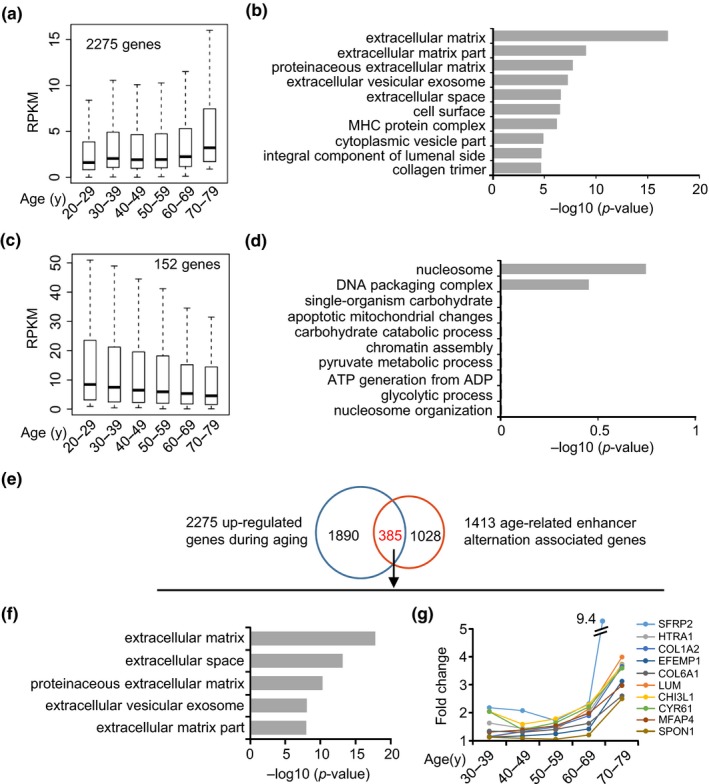
Enhancer alterations are associated with up‐regulation of extracellular matrix (ECM) genes in aged human muscle. (a) Boxplot showing a group of genes (2,275 genes) with a gradual increase in expression during muscle aging and (b) GO enrichment analysis of those genes. (c) Boxplot showing a group of genes (152 genes) with a gradual decrease in expression during muscle aging and (d) GO enrichment analysis of those genes. (e) The overlapping analysis of up‐regulated genes and activated enhancer‐associated genes. (f) GO analysis of the overlapped genes (385) revealed enriched ECM‐related terms. (g) Line plot showing the expression of the top 10 most increased ECM genes during muscle aging

### 2.4 Enhancer activation in aging muscle drives ECM gene up‐regulation and fibrogenic conversion of SCs in mice

To further test the notion that ECM gene increase is caused by enhancer activation, we resorted to the mouse muscle system. 

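H3K27ac, an acetylation of histone H3, marks promoters and enhancers in use, so its distribution along the genome shows which regulatory regions are active in a tissue. The TA is a fast-twitch muscle of the lower leg, and chromatin of the whole muscle comes from myofibers together with fibroblasts, endothelial cells, immune cells, and satellite cells. The mouse ChIP-seq data consist of 1 library from C57BL/6 mice at 2 months, 1 at 10 months (10–12 months in the methods), and 1 at 20 months. The paper and the tissue labels name TA muscle, while the extraction protocol in the sample labels speaks of activated SCs and of RNA, so the tissue rests on the former. In that order, the paper gives 15933343, 18888715, and 26302098 uniquely mapped reads of 75 bp for them (Table S4). Duplicates were 10.7%, 7.06%, and 9.96% of the 17851067, 20323067, and 29210375 mapped reads. The numbers called uniquely mapped are the mapped reads left without these duplicates. They do not show whether reads aligning to several places were removed. The authors aligned the reads to mm9 with Bowtie2 and called peaks in each library with MACS2 2.1.0, and their deposited peak lists are the starting point of all values below. Each peak carries a fold over background with its −log10 p and −log10 q, all computed by the authors. The smallest −log10 q was 2.09 at 2 months, 2.03 at 10 months, and 2.02 at 20 months. The number of reads at a peak's summit and the background behind it were solved from the fold and the p, to within 0.001 in −log10 p, for 17884 of 17884 peaks at 2 months, 35220 of 35221 at 10 months, and 44751 of 44752 at 20 months. The background differed between the lists. It sat at the mean coverage of the genome for 78.3% of peaks at 2 months, against 2.87% at 10 months and 4.89% at 20 months. Where it lay above the mean, it equalled a whole number of the library's own reads per 10 kb (to within 0.05 reads) for 100% of peaks at 10 and 20 months and for 3.34% at 2 months. Folds and p-values were therefore not compared between ages, and summit reads were instead divided by the mean coverage of the genome or scaled to the number of uniquely mapped reads (RPM). The mean coverage was 1.26 reads at 2 months, 2.24 at 10 months, and 2.50 at 20 months, from the uniquely mapped reads, a fragment length of 148, 222, and 178 bp in turn, and the mouse genome size preset in MACS2. Summit coverage and its scales were chosen after the data had been seen. A peak was assigned to the nearest TSS among the 84 ECM genes of Table S4 and called distal when its edge lay more than 2.5 kb and at most 100 kb from that TSS. With 1 library per age, no difference between ages can be set against replicates and no test of age was made, and the exact intervals given for shares and ratios cover counting error only.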

We first carried out H3K27ac ChIP‐seq using tibialis anterior (TA) muscle tissues from 2‐, 10‐, and 20‐month‐old mice. Signs of aging including appearance of centrally localized nuclei and degenerated myofibers indeed were evident in 20‐month‐old mouse muscles compared with 2‐month‐old ones (Figure S4a; Lin et al., 2018). 

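Active promoters and enhancers carry peaks of H3K27ac, and both the number of such regions and the coverage at each of them can change with age. The TA library of 2-month-old mice held 17884 peaks that covered 6.03 Mb of the genome. There were 35221 peaks over 17.4 Mb at 10 months and 44752 peaks over 19.5 Mb at 20 months. The mean peak width was 337 bp, 493 bp, and 435 bp at the 3 ages. Peaks rose 1.97-fold and 2.50-fold over 2 months, while uniquely mapped reads rose 1.19-fold and 1.65-fold. When the lists were merged into 52684 regions, 10599 held a peak at all ages, 17830 at 10 and 20 months but not at 2 months, and 4279 at 2 months alone. At the 10598 regions shared by all ages with recovered reads, the median summit coverage was 11.9 times the genome mean at 2 months, 23.2 times at 10 months, and 24.4 times at 20 months. The median ratio of a region at 10 months to the same region at 2 months was 1.95 (quartiles 1.48 and 2.47), and 93.5% of the regions were higher at 10 months. For 20 over 2 months the median ratio was 2.08 (quartiles 1.62 and 2.57), and 95.8% were higher. In RPM, a scale that also carries the fragment length of the library, the median ratios were 2.92 and 2.50.

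**Figure D1:**
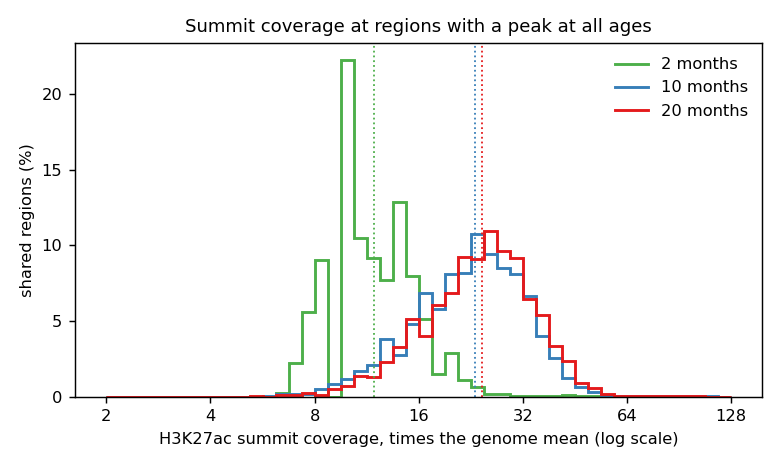
Summit coverage of the shared regions, in multiples of the mean coverage of the genome, as the percentage of regions per bin at each age, on a log axis. The median (dotted lines) is 11.9 at 2 months and 23.2 and 24.4 at 10 and 20 months, and the gaps of the 2-month line come from whole numbers of reads.

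Promoters were followed at the 84 ECM genes, as peaks within 2.5 kb of the TSS. A promoter peak was found at 22 ECM genes at 2 months, 30 at 10 months, and 42 at 20 months. It was present at all ages at 21 genes, among them *Timp2* and *Timp3*, which encode inhibitors of matrix metalloproteinases, *Lamc1*, a laminin chain of basement membranes, and *Emilin1*, a glycoprotein of elastic fibers. At 9 genes it was first found at 10 months and kept at 20 months, including *Col1a1*, which encodes a chain of type I collagen, and *Lama2*, the laminin chain of the muscle basement membrane. A further 11 genes had one at 20 months alone, including *Col5a1*, a chain of the fibril-forming type V collagen, and *Vcam1*, a leukocyte-binding adhesion molecule. With each list reduced to its 17884 peaks of smallest q, the ECM genes with a promoter peak numbered 22, 16, and 20. Random draws of that length, which do not rank by q, gave medians of 22, 19, and 23. The background behind q differed between the lists, so the lower numbers by q do not show a loss of H3K27ac at promoters. Shared regions were also selected for passing the threshold at every age, and when all 16418 merged 2-month regions were taken and those with no later peak counted as lower, the median ratio to 2 months was 1.46 at 10 months and 1.68 at 20 months.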

Consistent with the findings in human, an increased H3K27ac signal was detected during muscle aging (Figure 4a). Nevertheless, the total protein level of H3K27ac detected by Western blot did not appear to increase during muscle aging (Figure S4b,c). We reason that the increased H3K27ac signal is from ~10%–15% genome regions (Figure 1b), which may not correlate with the total H3K27ac protein level in cells. Interestingly, the level of H3K27ac is highly elevated as early as 10 months and remained high in 20 months, suggesting that the enhancer remolding possibly starts before the actual aging signs occur. 

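An enhancer activated by middle age and kept in use would carry a peak in both the 10-month and the 20-month list, whereas one activated late would carry it at 20 months alone. Of the 10-month peaks, 29488 (83.7%, 95% interval 83.3% to 84.1%) overlapped a 20-month peak, and 11057 (31.4%, 30.9% to 31.9%) overlapped a 2-month peak. Of the 20-month peaks, 30224 (67.5%, 67.1% to 68.0%) overlapped a 10-month peak and 12580 (28.1%, 27.7% to 28.5%) a 2-month peak. The 2-month list is the shortest, so each list was also reduced to its 17884 peaks of smallest q. Then 49.7% of 10-month and 53.9% of 20-month peaks overlapped a 2-month peak, against 78.4% and 80.0% that overlapped each other's list. The background behind q was of another kind at 2 months than at the later ages. The reduced lists therefore cannot separate age from the way the peaks were ranked. Regions with a peak at 20 months alone numbered 12950, and those at 10 months alone 5486. At the shared regions, the median ratio of 20 over 10 months was 1.06 in summit coverage over the genome mean, with 63.0% of regions higher at 20 months, but 0.851 in RPM, with 19.0% higher. The order of the 10- and 20-month levels thus turned with the scale, while the 2-month level was the lowest on either one.
Among the 84 ECM genes, 56 had a distal peak at both 10 and 20 months. *Mmp2*, the gene of a metalloproteinase that degrades basement membrane collagen, had one at 10 but not at 20 months. Another 7 genes, *Adamts5*, *Col3a1*, *Ctgf*, *Fbln1*, *Lama3*, *Spock1*, and *Syt1*, had their first distal peak at 20 months. *Col3a1* encodes type III collagen and *Ctgf* a growth factor of fibrosis, and each had 1 distal peak. The strongest distal summits of the 7 genes were low, from 0.494 RPM at *Adamts5* to 0.874 RPM at *Fbln1*. The smallest summit in the whole 10-month list was 0.529 RPM, and only *Adamts5* lay below it. The median summit of that list was 1.85 RPM, and the height needed at each place was not computed. An absence at 10 months therefore cannot be told from a summit too low to be called. With summits of at least 1 RPM, 54 ECM genes had a distal peak at 10 months and 53 at 20 months, and in lists of equal length by q the numbers were equal. These 8 genes were chosen after their values were seen. The distal region with a peak at all ages and the highest mean RPM was compared at each of the 37 ECM genes that have one. The interval of its 20 over 10 month ratio over the genome mean included 1 at 36 of them. At those genes a change between these ages was not detectable at this depth on this scale. The exception was *Ecm1*, a secreted matrix glycoprotein, whose ratio was 0.688 (0.513 to 0.919), and 0.551 in RPM. Among 37 intervals of 95%, an exclusion at 1 gene can arise from counting error alone. The region was also picked by its mean RPM in the same data, so no fall particular to *Ecm1* can be read from it. At *Timp3* the interval included 1 over the genome mean, 0.883 (0.626 to 1.25), but lay below 1 in RPM, 0.708 (0.502 to 0.999). For *Lamc1* the ratio was 1.02 (0.704 to 1.49) over the genome mean and 0.821 in RPM. For *Itgb2*, the β2 integrin chain of leukocytes, these values were 0.988 (0.718 to 1.36) and 0.792.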

To validate whether the increased enhancer signal is associated with ECM gene as seen in human samples, we found a significantly higher level of H3K27ac in the ECM‐associated enhancers (Figure 4b); meanwhile, a higher portion of ECM genes are associated with active enhancers in old (10 and 20 months) versus young (2 months) muscles (Figure 4c, Table S4), indicating that the increase in H3K27ac in enhancers is associated with the up‐regulation of ECM genes during mouse muscle aging.

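The 84 ECM genes of Table S4 include structural components of the matrix (collagens, laminins, glycoproteins), the enzymes that degrade it and their inhibitors, and the integrins and adhesion molecules by which cells hold on to it. Genes outside the list were not considered, so a distal peak may belong to another gene nearby. A gene was counted as having an active enhancer when at least 1 distal peak was assigned to it. At 2 months 41 of the genes did so (48.8%, exact 95% interval 37.7% to 60.0%), at 10 months 57 (67.9%, 56.8% to 77.6%), and at 20 months 63 (75%, 64.4% to 83.8%). The distal peaks assigned to them numbered 194, 348, and 458. From 2 to 20 months 57 genes gained peaks, 2 lost peaks, and 25 had equal numbers.
Laminins, the heterotrimers of the basement membrane that surrounds each myofiber, rose from 4 of 6 genes with a distal peak at 2 months to 6 of 6 at 20 months, and from 20 to 58 peaks. *Lamb3* went from 4 to 17 distal peaks. Collagens had 13 peaks at 2 months, 20 at 10 months, and 36 at 20 months, over 4, 5, and 6 of 8 genes. *Col5a1* had 0 distal peaks at 2 months, 5 at 10 months, and 9 at 20 months, whereas *Col4a1*, a collagen of basement membranes, fell from 4 peaks to 1 and 3. Matrix proteases rose from 7 of 16 genes and 24 peaks to 11 genes and 70 peaks. Of these, *Mmp11*, a stromelysin of stromal cells, had 4 peaks at 2 months and 16 at 20 months, and *Adamts2*, which trims the ends of procollagens, had 0 at 2 months and 9 and 7 later. Protease inhibitors had 16, 18, and 29 peaks, and *Timp1*, an inhibitor of metalloproteinases on chromosome X, went from 0 to 4 and 9. Integrins, the receptors that tie cells to the matrix, rose from 10 of 13 genes and 47 peaks to 12 genes and 95 peaks. Among them, *Itgb2* went from 10 to 18 peaks. Adhesion molecules rose from 5 of 18 genes to 10, with *Cdh1*, an epithelial cadherin, going from 0 to 7 peaks and *Icam1*, a ligand of leukocyte integrins, from 2 to 12. Matrix glycoproteins and proteoglycans rose from 7 of 17 genes to 12, with *Spp1*, the cytokine osteopontin, going from 1 to 9 peaks and *Ecm1* from 20 to 11 and 18. The lower counts at *Ecm1* do not show a loss of H3K27ac. All 7 of its distal regions with a peak at all ages were higher in RPM at both later ages, with median ratios to 2 months of 3.33 and 2.85.

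**Figure D2:**
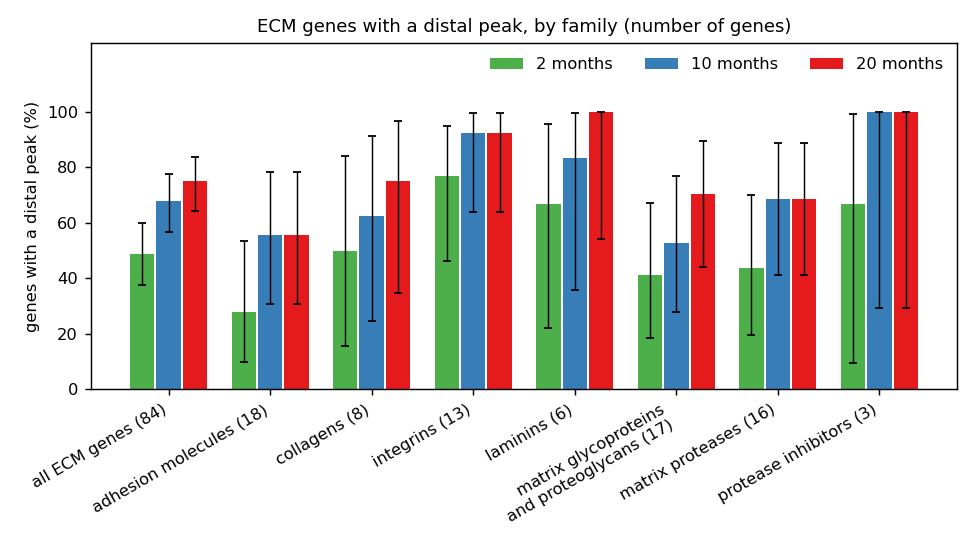
ECM genes with at least 1 distal peak at each age, as a percentage of each family (bars), with exact 95% intervals for counting error and without the 3 genes of no family. All 84 genes rise from 48.8% to 75%. Laminins reach 100% at 20 months, and protease inhibitors are at 100% at both 10 and 20 months.

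Altogether 15 genes had no distal peak at 2 months and at least 1 at both later ages, and 0 genes showed the reverse. Besides those named, they were *Adamts1*, *Ctnna1*, *Ctnnb1*, *Fn1*, *Itga2*, *Itgax*, *Lama2*, *Mmp8*, *Sgce*, *Thbs2*, and *Vcam1*. *Fn1* encodes fibronectin, *Thbs2* a thrombospondin of the matrix, and *Sgce* a sarcoglycan. With each list reduced to its 17884 peaks of smallest q, *Adamts2*, *Cdh1*, *Col5a1*, *Ctnna1*, *Fn1*, *Itgax*, *Mmp8*, and *Timp1* were still among the genes gained, and the other 7 were not. In those lists *Cd44*, the hyaluronan receptor, *Col4a1*, and *Col6a1*, a chain of type VI collagen, had a distal peak at 2 months and none at 10 and 20 months (3 genes showing the reverse). In the full lists their strongest distal summits were 0.879, 1.27, and 1.18 RPM at *Cd44*, 0.816, 1.48, and 1.14 at *Col4a1*, and 0.690, 1.54, and 1.18 at *Col6a1*. The background behind q differed between the lists, so their absence from the reduced lists does not show a loss of H3K27ac. How many of the 15 genes kept a distal peak at both later ages depended on the setting. The number was 14 with peaks within 1 kb merged and with a minimum width of 222 bp. It was 12 with summits of at least 10 times the genome mean and with at least 1 RPM. Under each of these settings 0 genes showed the reverse. With the stricter threshold by q it was 8, and *Cd44* alone showed the reverse.

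**Figure D3:**
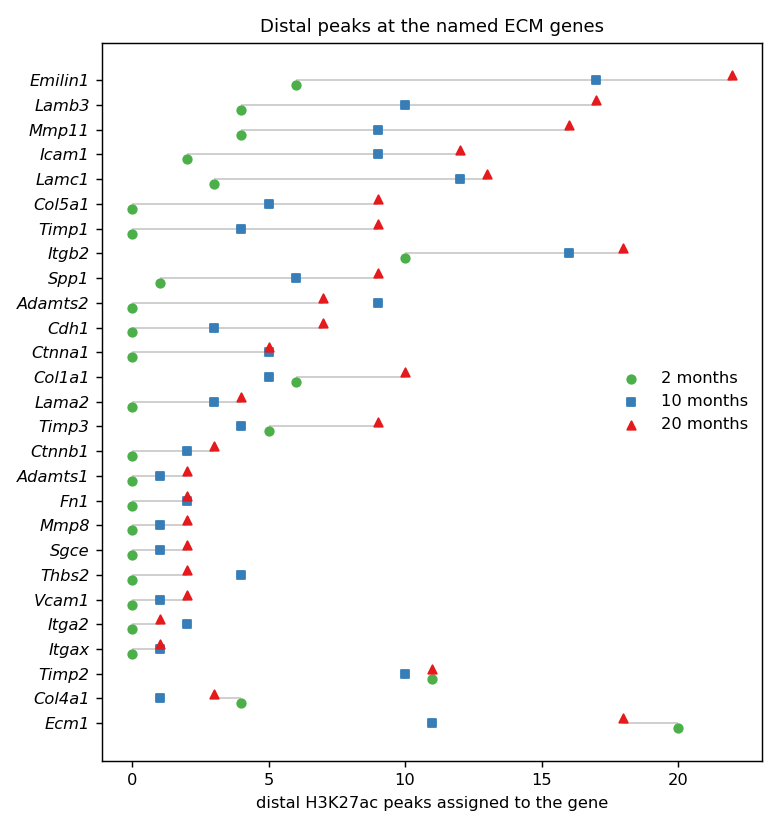
Number of distal peaks at each of the 27 named ECM genes at 2, 10, and 20 months (points, 1 library per age). *Emilin1* and *Lamb3* gain the most peaks by 20 months, and *Ecm1* and *Col4a1* have fewer than at 2 months.

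At the 119 distal ECM regions with a peak at all ages, the median ratio of summit coverage over the genome mean was 2.08 for 10 over 2 months (115 regions higher) and 2.24 for 20 over 2 months (117 higher). In RPM it was 3.12 and 2.70, the 89.0th and 96.7th percentiles of 10000 lists of other shared regions with like levels. The gain in peaks followed the whole lists, since distal ECM peaks made up 1.08% of all peaks at 2 months, 0.988% at 10 months, and 1.02% at 20 months. With equal lists of the smallest q, 41, 46, and 46 ECM genes had a distal peak, and the peaks numbered 194, 181, and 193. The background behind q differed between the lists here too. From the higher H3K27ac at ECM-associated enhancers and the higher portion of ECM genes with active enhancers at 10 and 20 months (Figure 4b,c), the paper concludes that the H3K27ac increase in enhancers goes with the up-regulation of ECM genes in the aging mouse muscle.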

**Figure 4:**
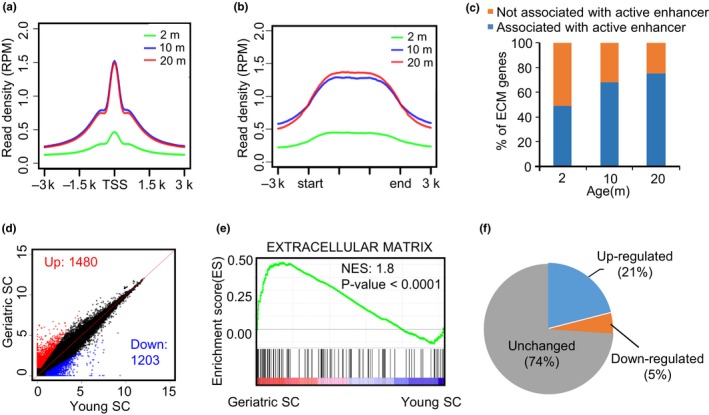
Enhancer activation in aging muscle drives extracellular matrix (ECM) gene up‐regulation and fibrogenic conversion of satellite cells (SCs) in mice. (a) Density plot showing the level of H3K27ac signals around TSSs of all expressed genes. (b) Density plot showing the level of H3K27ac around cognate enhancers associated with ECM genes. (c) Bar plot showing the percentage of ECM genes regulated by at least one activated enhancer. In 2‐, 10‐ and 20‐month‐old muscles, ECM genes were divided into two groups: “associated with active enhancer,” which means that the adjacent enhancer of a particular ECM gene is marked by H3K27ac; “not associated with active enhancer” means that the adjacent enhancer of a particular ECM gene is not marked by H3K27ac. (d) Scatter plot showing the differentially expressed genes in geriatric versus young SCs. (e) GSEA analysis shows that the above up‐regulated genes in geriatric SCs are enriched in ECM. (f) Pie chart showing ~20% of ECM genes are up‐regulated in geriatric versus young SCs

Since ECM over‐accumulation in aging muscle results in an increase in stiffness of niche environment thus leading to a fibrogenic conversion of SCs (Stearns‐Reider et al., 2017), we next examined whether the observed ECM up‐regulation in aged muscle leads to such deregulation of SCs. By analyzing microarray data from SCs isolated from geriatric and young mice (Sousa‐Victor et al., 2014), 1,480 genes were found to be up‐regulated in geriatric SCs and 1,203 genes down‐regulated (Figure 4d, Table S4). GSEA enrichment analysis further showed that the up‐regulated genes are indeed enriched in ECM (Figure 4e), suggesting a fibrogenic conversion may occur in aged SCs. Among the 124 ECM component genes, 21% are up‐regulated, while only 5% are down‐regulated (Figure 4f). Taken together, our analyses show that ECM up‐regulation in mouse muscle tissue might change the niche environment and result in a fibrogenic conversion of SCs.

### 2.5 JQ1 treatment reverts the expression of some ECM genes in aged muscle

JQ1 is a drug that inhibits global enhancer activities through targeting the function of the bromodomain and extra‐terminal domain (BET) proteins in enhancer regions. Recent studies showed that JQ1 not only challenges progression of several forms of cancer (Asangani et al., 2014; Delmore et al., 2011; Roe, Mercan, Rivera, Pappin, & Vakoc, 2015; Zuber et al., 2011), but also counteracts cancer cachexia in tumor‐bearing mice through preventing muscle and adipose tissue wasting (Segatto et al., 2017). Therefore, we asked whether JQ1 treatment could delay the process of muscle aging through inhibiting the increased ECM enhancer activities in aged mouse muscle. Five selected ECM genes, including *Col1a1*, *Timp2*, *Lamc1*, *Emilin1*, and *Timp3*, displayed evident increase in H3K27ac signal in old (10‐ or 20‐month‐old) versus young (2‐ or 4‐month‐old) muscles by both ChIP‐seq (Figure 5a) and ChIP‐PCR (Figure 5b and Figure S4d). 

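The 5 genes cover the turnover and the architecture of the matrix. *Col1a1* encodes the main chain of type I collagen, *Lamc1* the γ1 chain shared by most laminins, and *Emilin1* an elastic fiber glycoprotein, while *Timp2* and *Timp3* restrain the metalloproteinases. At each gene 1 distal region with a peak at all ages was followed, the one with the highest mean RPM over the ages, and its ratios are in summit coverage over the genome mean unless RPM is named. The region of *Col1a1* lies 52.7 kb from the TSS, downstream of the gene (mm9 chromosome 11, 94850242 to 94851136), and held 17, 51, and 54 summit reads at 2, 10, and 20 months. Its ratio to 2 months was 1.69 (exact interval 0.958 to 3.12) at 10 months and 1.6 (0.913 to 2.94) at 20 months, so a rise was not detectable at this depth on this scale. In RPM the ratios at *Col1a1* were 2.53 (1.44 to 4.67) and 1.92 (1.10 to 3.54), both intervals lying above 1. Over its 3 shared distal regions, all higher at both ages in RPM, the median RPM ratios were 2.95 and 2.60. The tallest 2-month distal peak of *Col1a1* (94852406 to 94852719, 23 summit reads, 1.44 RPM) and its neighbor (94852940 to 94853492, 17 reads) overlapped no peak at 10 or 20 months. A nearby 10-month peak (94851413 to 94851729) with 40 reads (2.12 RPM) reached a −log10 q of only 4.23. The height needed for a call was not computed, so the absence cannot be told from a summit too low to be called. The region of *Timp2*, 65.3 kb from the TSS and downstream of the gene (chromosome 11, 118150648 to 118151440), held 19, 75, and 92 reads, with ratios of 2.22 (1.33 to 3.89) and 2.44 (1.48 to 4.23). The region of *Lamc1* lies in the gene body (chromosome 1, 155155218 to 155156204), 23.7 kb from the TSS, and held 11, 56, and 64 reads. Its ratios were the highest of the 5 genes, 2.86 (1.48 to 6.06) and 2.93 (1.53 to 6.16). Downstream of *Emilin1* (chromosome 5, 31261891 to 31263370), 45.7 kb from the TSS, 15, 60, and 67 reads gave ratios of 2.25 (1.26 to 4.27) and 2.25 (1.27 to 4.24). The region in the gene body of *Timp3* (chromosome 10, 85802611 to 85803626), 39.5 kb from the TSS, held 15, 71, and 70 reads, with ratios of 2.66 (1.51 to 5.00) and 2.35 (1.33 to 4.42).

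**Figure D4:**
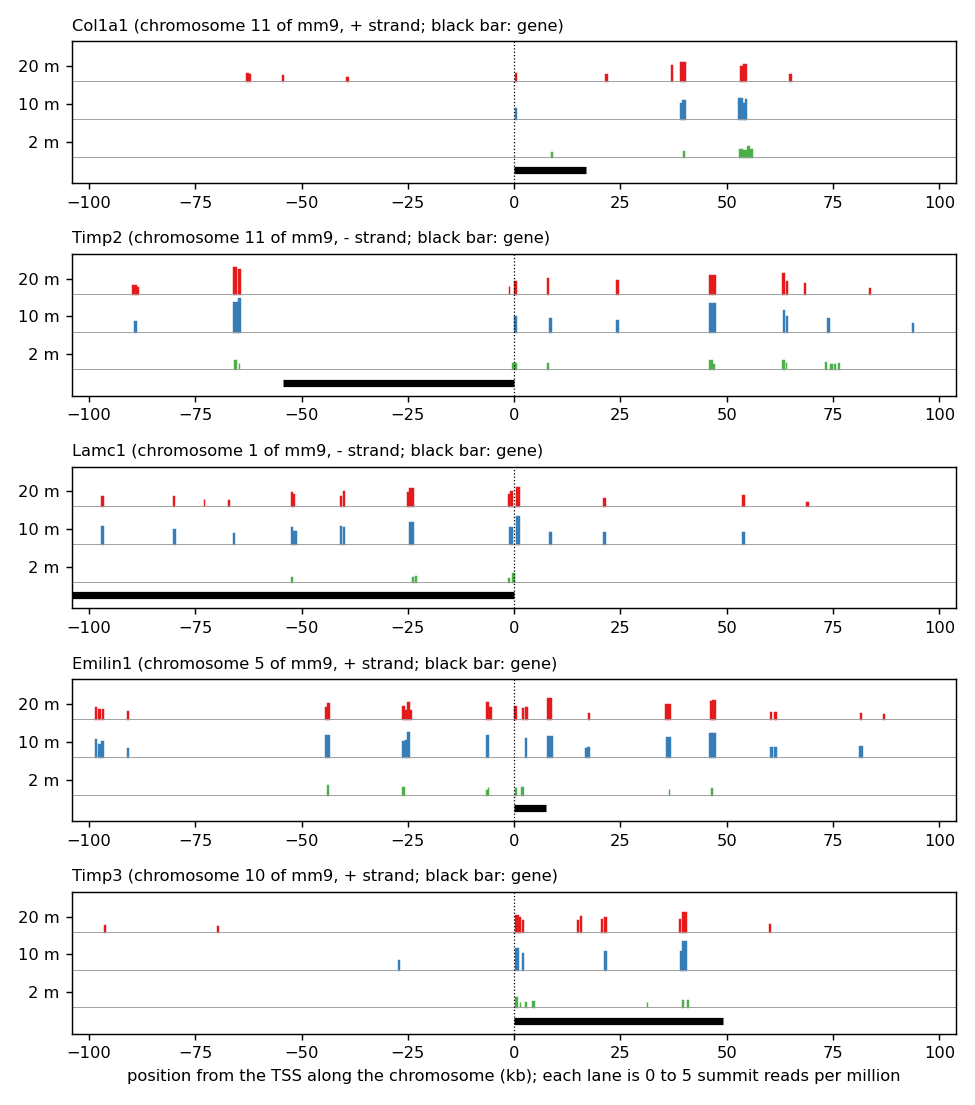
Distal and promoter peaks around the TSS of *Col1a1*, *Timp2*, *Lamc1*, *Emilin1*, and *Timp3* at 2, 10, and 20 months, drawn to scale along mm9 with the height of each peak as its summit RPM and the gene as a bar, clipped where the gene runs beyond the plot. The 2-month peaks are lower than the 10- and 20-month peaks at the region followed at each gene.

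The number of distal peaks rose at *Lamc1* (3, 12, and 13 at 2, 10, and 20 months) and *Emilin1* (6, 17, and 22). It went from 6 to 5 and 10 at *Col1a1*, from 5 to 4 and 9 at *Timp3*, and from 11 to 10 and 11 at *Timp2*. The length that distal peaks covered rose from 0.521 kb to 4.55 and 4.61 kb at *Lamc1*, from 1.53 kb to 10.2 and 9.38 kb at *Emilin1*, from 1.12 kb to 2.10 and 3.02 kb at *Timp3*, and from 3.66 kb to 5.37 and 5.91 kb at *Timp2*. At *Col1a1* it was 2.77, 2.42, and 4.60 kb. In lists of equal length, made of the peaks of smallest q, *Col1a1*, *Timp2*, and *Timp3* had fewer distal peaks at 10 and 20 months than at 2 months, and the rises shrank to 3, 4, and 4 at *Lamc1* and 6, 9, and 10 at *Emilin1*. Counts by summit height went the other way. With at least 1 RPM they were 3, 5, and 5 at *Col1a1*, 4, 10, and 9 at *Timp2*, and 1, 4, and 6 at *Timp3*. With at least 10 times the genome mean they were 4, 5, and 5 at *Col1a1*, 8, 9, and 9 at *Timp2*, and 3, 4, and 7 at *Timp3*. With peaks within 1 kb merged, *Timp2* went from 5 to 8 and 8. The same merging left a fall at 10 months at *Col1a1* (3, 2, and 8) and *Timp3* (4, 3, and 6). Beyond 5 kb of the TSS, *Timp3* went from 3 to 4 and 9. *Col1a1* (6, 5, and 10) and *Timp2* (11, 10, and 11) kept their full counts there. The ChIP-PCR and the 4-month-old muscles were not analysed here.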

Persistent binding of Brd4 (a BET component) was also detected (Figure 5c), suggesting these enhancers are indeed activated by Brd4. Concomitantly, their expressions showed an overall increase in trend during the aging course and the increase was significant comparing in 20‐ versus 2‐month‐old muscles (Figure 5d). Moreover, knockdown of Brd4 in 10T1/2 fibroblast cells down‐regulated their expression levels (Figure S4e,f). The above results justified the use of JQ1 to inhibit ECM gene activation. We thus performed intraperitoneal injection of JQ1 at 50mg/kg daily on 10‐month‐old mouse for 14 days (see Experimental procedures, Figure 5e). As a result, the expression of some ECM genes, for example *Col1a1* and *Timp2,* was significantly down‐regulated demonstrating that JQ1 treatment could revert the expression of some ECM genes in aged muscle (Figure 5f and Figure S4g–h). As expected, Brd4 binding on the loci was also found to be decreased (Figure 5g); H3K27ac binding, on the other hand, was not changed (Figure 5h). This is consistent with findings from Lee et al. (2017) showing Brd4 loss reduces gene induction through preventing Pol II binding but has no significant impact on H3K27ac enrichment on enhancers. In addition, the JQ1 administration did not appear to cause obvious toxic effect in mice. Instead, we found JQ1 treatment appears to slightly increase the lean mass percentage in aging mouse by 7.5% (data not shown), suggesting that JQ1 can potentially ameliorate the obesity condition associated with sarcopenia.

**Figure 5:**
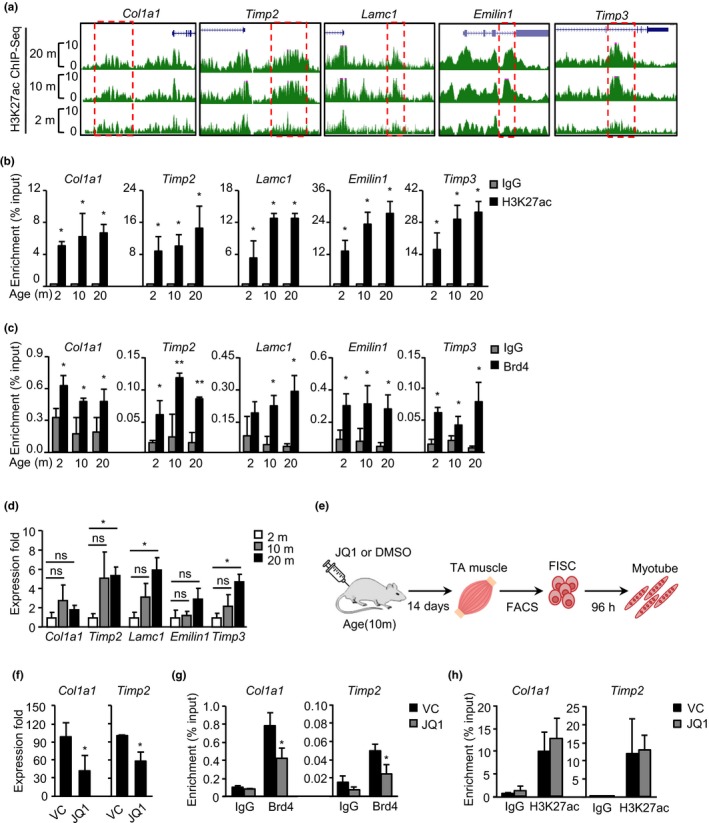
JQ1 treatment reverts the expression of some extracellular matrix (ECM) genes in aged muscle. (a) Snapshots of H3K27ac binding profiles on five selected ECM enhancers in 2‐, 10‐, and 20‐month‐old muscles. (b) Binding of H3K27ac and Brd4 (c) on selected ECM enhancers in the above muscles was measured by ChIP‐PCR. (d) RNA expression levels of the above selected ECM genes were quantified by RT‐qPCR. (e) Schematic overview of intraperitoneal injection of JQ1 and experimental design. (f) Down‐regulation of ECM genes (*Col1a1, Timp2*) in skeletal muscle treated with JQ1. (g) Brd4 or H3K27ac (h) binding on the above two genes was measured by ChIP‐PCR. The p‐value was determined by Student's *t* test: *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant

### 2.6 JQ1 treatment inhibits fibrogenesis and restores myogenic ability in aging SC

Previously, Stearns‐Reider et al. (2017) have demonstrated the occurrence of fibrogenesis and hampered myogenic ability in SCs caused by alterations in aged niche environment. To examine whether JQ1 treatment could prevent the fibrogenic shift of SCs, we FACS sorted SCs of high purity (Figure S5) and stained with ERTR7, a known fibrogenic marker (Brack et al., 2007; Lepper, Conway, & Fan, 2009; Stearns‐Reider et al., 2017). Our results revealed 40% of FISCs from aged muscle (Figure 6a) and 13% in cultured SCs (data not shown) were ERTR7^+^ while 2% positive staining (Figure 6a) on young muscle, which is consistent with the prior report (Brack et al., 2007; Stearns‐Reider et al., 2017). Meanwhile, JQ1 treatment led to a significant decrease (12%) of the percentage of positively stained cells (Figure 6b). Moreover, when assessing whether the myogenic potential of the SCs was restored by JQ1 treatment, we found that the mRNA expression of the early myogenic marker, Myogenin (*Myog*), was significantly up‐regulated by JQ1 treatment when the SCs were differentiated (Figure 6c); consistently, immunofluorescence (IF) staining for Myogenin or a late myotube marker, myosin heavy chain (MyHC) showed an increased percentage of positively stained cells in JQ1‐treated cells (Figure 6d,e). Collectively, our results highlight that JQ1 treatment of aging muscle can to some extent revert SC fibrogenesis and SC myogenic potential.

**Figure 6:**
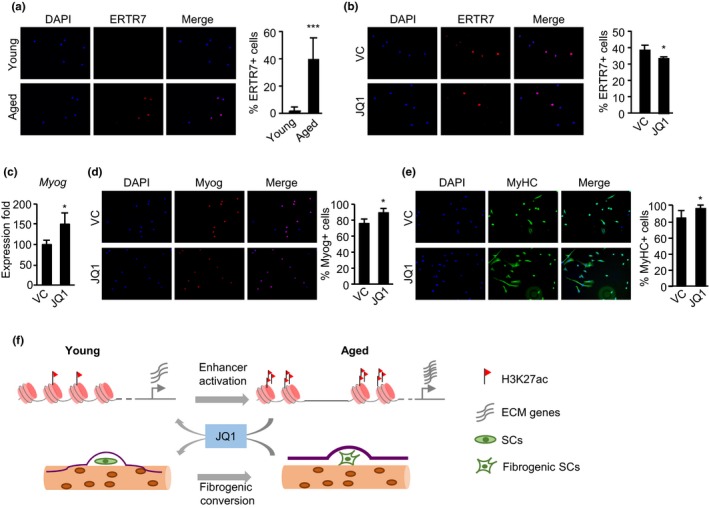
JQ1 treatment inhibits fibrogenesis and restores myogenic ability in aging SC. (a) Staining of ERTR7 in freshly isolated satellite cells (SCs) (FISCs) from 2‐ or 10‐month‐old muscles; quantification of the percentage of positively stained cells is shown on the right. (b) JQ1 treatment decreased the percentage of ERTR7 positive FISCs in 10‐month‐old muscles. (c) The above isolated SCs were differentiated for 96 hr, and the mRNA expression of Myogenin gene was examined. (d) The above differentiated cells were stained for Myogenin, and the positively stained cells were quantified. (e) The above differentiated cells were stained for MyHC, and the positively stained cells were quantified. (f) Schematic mechanistic model of skeletal muscle aging. H3K27ac is markedly increased in human or mouse muscle during aging, which leads to the enhancer activation and subsequent up‐regulation of extracellular matrix (ECM) genes. It causes the alteration of SC niche and fibrogenic conversion of SCs. In mice, treatment of aging muscles with JQ1, an inhibitor of enhancer activation, reverted the ECM up‐regulation and fibrogenic conversion of SCs

## 3 DISCUSSION

In this study, we reported the first epigenomic survey in aging human muscle and the remodeling of enhancer profiles during muscle aging. The results demonstrated that global gain of H3K27ac but not other histone modification levels is a hallmark in the aging muscle from both human and mouse. As a result, enhancer activation is prevalent and associated with up‐regulation of ECM genes, which may lead to alterations of SC niche and fibrogenic conversion of SCs. Treatment of JQ1 in aging muscles inhibited enhancer activation and restored ECM gene expression, thus led to reduced fibrogenesis and improved the myogenic potential of SCs (Figure 6f). Altogether, our findings have provided an explanation for previously discovered increased ECM expression in aging muscle tissues and identify BET blockade as a potential approach to delay the progression of muscle aging through modulating enhancer activity.

Aging is accompanied by a decline in skeletal muscle mass and stem cell function (Goodell & Rando, 2015; Liu & Rando, 2011). In human muscle, we for the first time found that H3K27ac mark is gradually increased during aging through integrative analyses of a panel of histone ChIP‐seq datasets. We speculated that increased H3K27ac might promote the expression of crucial regulators associated with the age‐related decline of muscle function. Indeed, through integrative analyses of RNA‐seq and H3K27ac profiles, we further demonstrated that the activated enhancers are associated with ECM genes which are up‐regulated in aged muscle, thus expanding the previous finding showing age‐related ECM alterations in aging muscle (Brack et al., 2007; Stearns‐Reider et al., 2017). Nevertheless, we must point out that our analyses were performed using bulk muscle tissues which compromise of many different cell types, including muscle fibers, endothelial cells, fibro‐adipogenic progenitors (FAPs), and fibroblasts, satellite cells. Therefore, the source of H3K27ac increase and ECM activation during muscle aging remains unclear. The increase in H3K27ac binding is very likely to be derived from resident muscle fibroblasts as these cells are considered as the major contributor to the ECM of skeletal muscle (Thomas, Engler, & Meyer, 2015). Moreover, Stearns‐Reider et al. (2017) demonstrated that aging drives ECM gene expression changes in fibroblasts; however, a general increase was not observed. For example, Col3a1 was decreased while Col4a3 were up‐regulated in aged fibroblasts, suggesting there may be other contributors to the overly increased ECM gene expressions in our study. The future employment of single‐cell sequencing technologies may allow us to investigate the gene expression changes at single‐cell level and bridge to a panorama view of skeletal muscle aging, including dynamics of cell populations, the transcriptome, and epigenome dynamics of each cell type. It is also worth to point out that different types of skeletal muscles may possess different susceptibility to aging process. For example, it was found that in elderly women the greatest rates of age‐related loss of skeletal muscle mass in the lower limbs showed in the psoas major, while the smallest loss showed in soleus muscle (Ikezoe, Mori, Nakamura, & Ichihashi, 2011). In the current study, H3K27ac ChIP‐seq obtained from ENCODE was mainly performed using gastrocnemius medialis and psoas muscles while tibialis anterior muscles were used by us for majority of mouse experiments. In the future, it will be interestingly to explore whether the enhancer activation of ECM genes occurs in all muscles.

Our further analyses also confirmed the phenomenon in aging mouse tissue and further demonstrated that age‐related ECM up‐regulation would cause niche alterations and consequently influence SCs function. This is in line with the notion that maintenance of epigenome integrity and muscle SCs niche is a crucial element to prevent the age‐related decline of skeletal muscle function (Bengal et al., 2017; Liu et al., 2013; Segatto et al., 2017; Zykovich et al., 2014). Thus, development of the treatment to prevent epigenetic alternation and maintain muscle SC niche should be an important goal to delay the progression of muscle aging and improve the life quality of the elderly. To this end, our results highlight a new therapeutic direction to manage and prevent the age‐related decline of muscle functions by inhibiting the gradual increase in enhancer activities, thus slowing down the aging process of skeletal muscle. JQ1 derivatives are a new class of drugs in cancer therapy now under investigation in human clinical trials (Berthon et al., 2016; von Schaper, 2016). Recent studies also have demonstrated that BET inhibitors exhibit profound anti‐fibrotic effects in rodent models of organ failure (Ding et al., 2015; Duan et al., 2017; Stratton et al., 2017). These studies build on the mechanistic rationale that BET inhibitors inhibit the binding of BRD4, which is a nodal, positive regulator of pro‐fibrotic gene expression, and promote extracellular matrix (ECM) deposition and tissue remodeling (Stratton et al., 2017). In this report, our results highlight that BET inhibitors may be beneficial to aged muscle owing to their ability to restrain enhancer activities of ECM genes. Interestingly, a very recent study also showed that JQ1 could counteract muscle wasting condition known as cancer cachexia in tumor‐bearing mice (Segatto et al., 2017). In the scenario of muscle aging, we presented that JQ1 treatment reverts the expression of ECM genes to their levels in the young state, which improves the niche environment of SCs. Indeed, we observed decreased ERTR7^+^ staining in freshly isolated SCs (FISCs) and up‐regulation of Myogenin gene (*Myog*) and Myogenin or MyHC staining when the cells were differentiated, indicating that JQ1 treatment can possibly prevent the fibrogenic shift and restore the myogenic ability of SCs in aged muscle. Nevertheless, the long‐term effects of JQ1 treatment still need to be carefully evaluated to acquire solid evidence of its usage on ameliorating muscle aging conditions.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Data source

H3K27ac, H3K27me3, H3K4me3, H3K4me1, and H3K9me3 histone ChIP‐seq profiles were downloaded from Epigenome Roadmap project, ENCODE project (https://www.encodeproject.org/) and IHEC project (http://epigenomesportal.ca/ihec/) with the annotation of gastrocnemius medialis, psoas muscle, and skeletal muscle. The expression level (Reads Per Kilobase Million, RPKM) for each gene in 454 muscle tissues was downloaded from GTEx portal (V6 release, https://www.gtexportal.org/home/datasets, login required), which were calculated from RNA‐seq datasets with “Skeletal Muscle” annotation in metadata; microarray datasets in skeletal muscle satellite cells (SCs) were obtained from GEO (GSE53724; Sousa‐Victor et al., 2014); H3K27ac ChIP‐seq datasets in skeletal muscle tissues from 2‐, 10‐, and 20‐month‐old mice were generated in this study and deposited in GSE122867. All datasets used in this study were described in Table S1.

### 4.2 ChIP‐seq analysis

All histone ChIP‐seq datasets from public databases were subjected to different downstream analyses, depending on the availability of data formats. Histone signals in bigwig format obtained from IHEC were normalized to the corresponding input data by deepTools2 (Ramírez et al., 2016). Raw reads from ENCODE and Epigenome roadmap projects were mapped to the human genome (hg19) by bowtie2; for datasets without raw reads, the alignment coordinates were converted to bam format using bedtools and samtools. Peaks were called by MACS2 with default parameters. Samples with a low amount of reads or a low ChIP enrichment efficiency were eliminated for further analyses. All alignment results were then converted to coverage bigwig files and normalized to the corresponding input using deepTools2 (Ramírez et al., 2016). To build a universal H3K27ac peak atlas of muscle tissues, the peaks of all muscle tissues were concatenated and overlapping peaks in at least two samples were merged; the merged peaks and the set of nonoverlapping peaks were combined to the final peak atlas. The same scheme was applied to generate the peak atlas of other histone modifications. A *z*‐score, which is the number of *SD*s away from the mean normalized read count of the young group, was used to quantitatively measure the difference of histone modifications at a specific region during muscle aging; a specific region with z‐score below −2 or above +2 was considered as showing significant gain or loss of a particular histone modification, respectively.

### 4.3 Gene expression analysis

A total of 454 gene expression profiles in human skeletal muscle samples were obtained from the GTEx project (The GTEx Consortium, 2015). The expression profiles were then roughly categorized into six groups with different age ranges (20–29, 30–39, 40–49, 50–59, 60–69, and 70–79 years); the mean RPKM value for each gene was calculated in different groups, respectively. STEM analysis (Ernst & Bar‐Joseph, 2006) method was adopted to analyze gene expression dynamic during muscle aging.

### 4.4 Enhancer analysis

Enhancer and super enhancer identification was performed following our previous method (Peng et al., 2017). Briefly, the H3K27ac‐enriched regions with a distance larger than 5 kb from the nearest TSSs were identified as enhancers. ROSE (Rank Ordering of Super‐Enhancers) algorithm (https://bitbucket.org/young_computation/rose) was then used to identify SEs (Hnisz et al., 2013; Whyte et al., 2013). Similarly, STEM analysis (Ernst & Bar‐Joseph, 2006) was applied to identify the enhancer constitutes with a continuous increase or decrease in H3K27ac signal during muscle aging; the nearest adjacent gene was assigned to an enhancer constitute as its target gene.

### 4.5 Animals, experimental design

C57/BL6 mice were housed in groups of five and maintained under controlled temperature (20 ± 1°C), humidity (55 ± 10%), and illumination (12/12 hr light cycle with lights on at 07:30 a.m.). Food and water were provided ad libitum. All mice were held in quarantine for 2 weeks before the experiments. Tubes for tunneling and nesting materials (paper towels) were routinely placed in all cages as environmental enrichment. All procedures involving animal care or treatments were approved by the Animal Ethics Committee at Chinese University of Hong Kong (CUHK) on the protection of animals used for scientific purposes. Briefly, all mice were housed in the above condition for 2, 10–12, and 20 months; and then, H3K27ac ChIP‐seq was performed on TA muscle tissues from the mice. To investigate the JQ1 treatment effect on ECM gene activation, intraperitoneal injection of JQ1 at 50 mg/kg daily was performed on 10‐month‐old mouse for 14 days (Segatto et al., 2017). Then, TA muscle tissues were extracted from mice with JQ1 and control DMSO‐treated mice. Meanwhile, SCs were isolated from mouse muscle by using fluorescence‐activated cell sorting (FACS) with cell surface marker Sca1^−^/CD31^−^/CD45^−^/Vcam^+^ (Liu, Cheung, Charville, & Rando, 2015; Chen et al. 2019). The BD FACSAria Fusion cell sorter (BD Biosciences) was used for muscle SC sorting following the manufacturer's instructions.

### 4.6 Western blotting

Western blot analysis was performed following the standard procedures. Briefly, total proteins from muscle were lysed in RIPA lysis buffer supplemented with protease inhibitor cocktail and mechanically sheared using a homogenizer with 5–6 strokes on ice. The protein concentration was determined using a Bradford protein assay kit (Bio‐Rad). The following antibodies and dilutions were used: Histone H3‐K27 acetylation (Abcam, ab4729, rabbit polyclonal, 1:5,000); Brd4 (A301‐985A100, Bethyl Laboratories, 1:1,000); Timp2 (Santa Cruz, sc‐21735, 1:500); and α‐Tubulin (Santa Cruz, sc‐23948, 1:5,000). Quantification of the western bands was performed using Image J software.

### 4.7 Immunofluorescence and H&E staining

Immunofluorescence (IF) on cells was performed using the following antibodies: MyHC (Developmental Studies Hybridoma Bank, 1:50), Myogenin (Santa Cruz Biotechnology; 1:350), and ERTR7 (Hycult Biotech, HM1086; 1:20). Frozen muscle sections were prepared by immersion in OCT in liquid nitrogen. H&E staining on frozen muscle sections was performed according to standard procedures.

### 4.8 ChIP and ChIP‐seq

ChIP assays were performed as previously described (Peng et al., 2017; Zhou et al., 2015). For ChIP, TA muscle tissues were homogenized on ice and cross‐linked with 1% formaldehyde at room temperature for 10 min; cross‐linking reaction was quenched by addition of 0.125 M glycine for 10 min. Chromatin was fragmented using sonicator (S220, Covaris), followed by incubation with 5 μg of antibodies at 4°C for overnight. Antibodies for histone H3‐K27 acetylation (Abcam, ab4729, rabbit polyclonal) and Brd4 (A301‐985A100, Bethyl Laboratories) were used for ChIP, or normal rabbit IgG (Santa Cruz Biotechnology, sc‐2027) was used as negative control. Immunoprecipitated genomic DNA was resuspended in 50 μl of water. PCRs were performed with 1 μl of immunoprecipitated DNA as template with SYBR Green Master Mix (Life Technologies), and products were analyzed by qRT‐PCR on a 7900HT system (Life Technologies). Primers used are listed in Table S5.

### 4.9 qRT‐PCR

Total RNA from cells and muscle tissues were extracted using TRIzol reagent (Life Technologies) according to the manufacturer's instructions, and cDNAs were prepared using PrimeScript™ RT Master Mix kit (Takara, RR036A). Analysis of mRNA expression was performed with SYBR Green Master Mix (Life Technologies) as described on a 7900HT System (Life Technologies). All primers are listed in Table S5.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

Conceived and designed the experiments: H.W. and J.Z. Performed the experiments: K.K.S., Y.L., Y.L., J.L., W.L., Z.J., and F.C. Analyzed the data: J.Z., J.Y., Y.D., Y.H., and G.L. Wrote the paper: H.W., J.Z., and K.K.S. Reviewed and edited the manuscript: H.W., J.Z., K.K.S, Y.L., and H.S.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

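H3K27ac ChIP-seq was measured in TA muscle of C57BL/6 mice at 2, 10, and 20 months of age, with 1 library per age. The deposited values are the authors' peak lists, 1 per library, with the position of each peak and its summit, a score, a ratio of summit pileup to background (the fold), a −log10 p, and a −log10 q. The submitters' processing notes name Bowtie2 for the alignment to mm9 and MACS2 2.1.0 for peak calling. The version of Bowtie2, and whether a control library was used for the mouse peaks, are not given in the sources used here. All scores, ratios, −log10 p, and −log10 q are the authors' own values, and they were used to rank or filter peaks within a list and to recover read numbers, not to compare lists. The score was found to follow the −log10 q and was not used further. Library depths are the paper's (Table S4). No reads, coverage tracks, genome sequence, or gene annotation of mm9 were used, and the only gene positions are those of the 84 ECM genes in Table S4.

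The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. For each peak, the whole number of summit reads and the background were found that give the deposited fold and −log10 p together, with a tolerance of 0.001 in −log10 p. This step was tested on simulated data and returned the simulated reads for 100% of 5000 peaks per library. Background was called at the floor when it equalled the genome mean to a relative 0.001. Summit coverage was divided by the genome mean (uniquely mapped reads times fragment length over the mouse genome size preset in MACS2, the fragment length being the smallest peak width in the list) or scaled to the uniquely mapped reads of the library (RPM). This measure was added after the data had been seen, and the genome mean was made the leading scale after both had been computed, because RPM also carries the fragment length. At 10 and 20 months 1 peak each was not recovered and was left out of the summit values.

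Peaks were counted as overlapping when they shared at least 1 bp, and lists were merged into regions in which peaks touch. A region was shared when it held a peak at all 3 ages, and its level was that of its highest summit. A peak was assigned to the nearest of the 84 ECM TSSs and was distal at more than 2.5 kb and at most 100 kb, measured from the peak edge as in Table S4. Promoter peaks lie within 2.5 kb. Shares have exact (Clopper-Pearson) 95% intervals and ratios of reads exact conditional binomial 95% intervals. Since each age has 1 library, no test of age was made and no p-value is given. The ECM list was placed among 10000 random lists of 84 positions on the same chromosomes, unmatched or matched on the number of peaks within 100 kb, with each peak counting for every position within the limits. Percentiles from these lists describe the libraries and are no test.

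Most genes named in the text were chosen by a rule written before the data were examined, although the counts per gene in Table S4 had been seen. It takes the 5 genes the paper selected, every ECM gene with no distal peak at 2 months and at least 1 at both later ages, every gene with the reverse, and the 10 with the largest rise and the 5 with the largest fall in distal peaks from 2 to 20 months. Only 2 genes fell, and the rule gave 32 names of 27 genes. The last place among the largest rises was a tie at 7 peaks. *Adamts2* was taken, and *Cdh1*, *Itga5*, *Itgal*, *Itgb4*, and *Sparc* rose by as many. Other genes are named as members of lists or where few genes made up a count, and the latter were chosen after their values were seen. The 7 ECM families, which leave 3 genes in none, and the lists of endothelial and nervous system genes within the ECM list were also written before, and a further list of that kind is not reported here.

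The alternatives set before were another inner limit (5 kb, or none), another outer limit (50 kb), counting a peak for every ECM gene, a stricter threshold (the 50% of each list with the smallest q), lists of equal length (17884 peaks, by q or in 100 random draws), merging of peaks within 1 kb, a minimum width of 222 bp, other promoter widths (1 or 5 kb), other overlap rules (50% of the peak, or 500 bp of extension), and matched random lists. Alternatives added after seeing the data were limits of 10 times the genome mean or 1 RPM at the summit, leaving out 1-Mb bins crowded in 1 list, RPM in place of the genome mean, and other choices of shared regions. Human muscle, SC, ChIP-PCR, Western blot, and JQ1 data were not analysed here.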

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

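The tests of sequencing depth, of region selection, and of a gain specific to ECM genes, and both tests on the 2-month clusters, were chosen only after the results had been seen.

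Peaks of the 2-month list lay in numbers on stretches of the sex chromosomes that the paper does not discuss and where the other lists were nearly empty. There were 76 peaks on chromosome Y, against 1 at 10 months and 1 at 20 months. On chromosome X, 171 peaks lay from 120000001 to 121000000 (1 at each later age), 148 from 121000001 to 122000000, and 72 from 122000001 to 123000000 (0 at both later ages in the last 2 stretches). Together the 5 bins of 1 Mb held 467 peaks, 2.61% of the list, with a median summit of 15.9 times the genome mean against 11.1 times at the other 2-month peaks.

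Reads of repeated copies that align in both a library and its control would raise the background at these clusters, and the background was at its floor at 95.9% of the cluster peaks and 77.8% of the other 2-month peaks. This leaves the explanation open, because whether the 2-month library had a control, and how deep, is not given in the sources used here. A raised coverage that the own-read background of the later lists removes cannot be told apart from its absence, because only 4 peaks of the later lists lie in these bins, with a background of at most 1.22 times the genome mean. The sex of the mice is not given in the sources used here, and no biological explanation was tested.

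Summit coverage at shared regions and the number of peaks were higher at 10 and 20 months than at 2 months. A difference in sequencing depth alone would leave RPM equal, and the median ratio of 10 over 2 months was 2.92. Selecting regions that pass the threshold at every age does not account for all of the rise either, since with every 2-month region counted the median ratio was 1.46. The efficiency of the single immunoprecipitations and age cannot be told apart, because each age has 1 library; ECM regions stood at the 96.7th percentile of other shared regions of like level for 20 over 2 months, short of the bound set beforehand for a rise beyond the rest. Age stays open as an untested explanation.

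More ECM genes had a distal peak at 10 and 20 months than at 2 months. Random draws of the 20-month list at the length of the 2-month list gave a median of 52 genes (95% of draws from 46.5 to 57) against 41 at 2 months, which argues against list length as the whole cause, although the 17884 peaks of smallest q gave only 46. With peaks within 1 kb merged before the draws, the median was 49 (43 to 53) at 20 months, but the range at 10 months, 41 to 50, took in the 2-month number. A gain specific to ECM genes was not seen in peak numbers, whose ratio of 20 over 2 months (2.30) stood at the 52.0th percentile of matched random lists (95% of lists from 1.79 to 2.79), a range that leaves smaller specific gains open. The efficiency of the immunoprecipitations applies here too, and age stays untested.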

How the results depend on the processing

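The limits on summit height, the left-out bins, and the alternatives for summit coverage were chosen only after the results had been seen. No paired analysis was possible because each age has 1 library. Assigning peaks by the nearest of all genes, and the promoters of cell type markers outside the ECM list, were not run, since they need an annotation of mm9. Values are given in the order 2, 10, and 20 months where 3 stand together.

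ECM genes with a distal peak were more numerous at 10 and 20 months than at 2 months under all 12 alternatives, by 1.12- to 1.80-fold at 10 months and 1.12- to 1.81-fold at 20 months. Peaks per library were higher under all 5 alternatives and covered length under all 4. Distal ECM peaks were higher at both later ages under 10 of 12 alternatives and lower under the lists of equal length. Promoter peaks were higher at 10 months under 5 of 8 alternatives and at 20 months under 7 of 8. The ECM share of all peaks was above its 2-month value under 1 of 12 alternatives at 10 months and 2 of 12 at 20 months.

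With lists of equal length by smallest q, distal ECM peaks were 181 at 10 months and 193 at 20 months against 194 at 2 months, promoters with a peak 16 and 20, and covered length 11 and 10.6 Mb. The distal peaks at 10 and 20 months were then 1 and 3 at Col1a1, 6 and 7 at Timp2, 4 and 4 at Lamc1, 9 and 10 at Emilin1, and 1 and 1 at Timp3. The share of 2-month peaks in the 10- and 20-month lists was 55.0% and 58.6%, of 10-month peaks in the 2- and 20-month lists 49.7% and 78.4%, and of 20-month peaks in the 2- and 10-month lists 53.9% and 80.0%. In random draws of equal length, distal ECM peaks were 177 and 184 and promoters 19 and 23. The lower counts follow from the shorter lists. The shares of 10- and 20-month peaks in the 2-month list and of 20-month peaks in the 10-month list rose, and the other 3 shares fell. The background behind q differed between the lists, and the cause of these shifts was not tested.

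With the 50% of each list with the smallest q, distal ECM peaks were 92, 180, and 238, covered length 3.77, 10.9, and 12.4 Mb, and promoters 16 and 25 at 10 and 20 months. The share of 2-month peaks in the 10-month list was 63.9%, of 10-month peaks in the 20-month list 86.6%, and of 20-month peaks in the 2- and 10-month lists 29.3% and 70.0%; the cause was not tested.

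Within 50 kb of the TSS, which admits fewer peaks by construction, 27 ECM genes had a distal peak at 2 months, the distal peaks were 78, 167, and 210, and the ECM share 0.436%, 0.474%, and 0.469%. Peaks were 2, 2, and 4 at Col1a1 and 3, 3, and 3 at Timp2, and at 10 and 20 months 5 and 5 at Lamc1 and 10 and 14 at Emilin1. Beyond 5 kb of the TSS, Timp3 had 3, 4, and 9 peaks, a rise at 10 months in place of a fall. With promoter peaks included, the ECM share was 1.33%, 1.11%, and 1.18%.

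With peaks within 1 kb merged, the 2-month list held 11795 peaks and 127 distal ECM peaks. The share of 2-month peaks in the 10- and 20-month lists was 75.4% and 81.1%, of 10-month peaks in the 2- and 20-month lists 35.0% and 84.9%, and of 20-month peaks in the 2- and 10-month lists 31.3% and 70.5%. Col1a1 had 3 peaks at 2 months and 2 at 10 months, Timp2 5 at 2 months and 8 at both later ages, and Emilin1 11 and 12 at 10 and 20 months. With a minimum width of 222 bp, the 2-month list held 11142 peaks and 123 distal ECM peaks, since its peaks are the narrowest.

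When 50% of a peak had to be covered, the shares in the same order were 59.4% and 66.1%, 16.1% and 77.2%, and 15.7% and 62.8%. With the other list extended by 500 bp they were 78.5% and 83.6%, 40.9% and 89.6%, and 37.6% and 76.8%. Under every alternative for overlap, 10- and 20-month peaks overlapped each other's list more than the 2-month list. At equal length the 20-month peaks overlapped the 2-month list more than the 10-month peaks did, the reverse of the full lists.

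At 10 times the genome mean the 2-month list held 11365 peaks and 118 distal ECM peaks. At 1 RPM it held 6061 peaks, 72 distal ECM peaks, and 13 promoters with a peak; the cause was not tested. At both limits the rise over 2 months in peaks and in distal ECM peaks was larger than in the full lists, but at 1 RPM the peaks went from 31421 at 10 months to 30626 at 20 months, the reverse of the full lists.

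The median ratio of summit coverage for 10 and 20 over 2 months was 2.92 and 2.50 in RPM, in which the fragment length is not divided out. It was 1.93 and 2.05 on autosomes with under 100 summit reads, and 1.46 and 1.68 over all 2-month regions, where those with no later peak count as lower. All of these are above 1. Depth limits single regions, since a median shared region held 15 summit reads at 2 months against 52 and 61.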

Differences from the paper's values

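The numbers of ECM genes with a distal peak and of distal ECM peaks at 2, 10, and 20 months match those of Table S4 and the bars of Figure 4c. Table S4 lists 4, 4, and 7 peaks that lie no more than 5 kb from the TSS, the nearest at 2604, 2670, and 2505 bp, while the methods describe enhancers as farther from the TSS than that. Beyond 5 kb, the distal ECM peaks numbered 190, 344, and 451, and 41, 56, and 63 genes had one.

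Figure 4b draws the 20-month signal over ECM-associated enhancers above the 10-month signal. At the distal ECM regions with a peak at all ages, the median ratio of 20 over 10 months was 0.826 in RPM, the opposite direction, and 1.03 over the genome mean, the direction of the figure. The second scale was chosen after seeing the values. Both later ages were above 2 months on either scale, as in the figure.

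The paper calls the level at ECM-associated enhancers significantly higher in old muscles. No test was made here, with 1 library per age. For the 5 genes of Figure 5a the paper states a clear increase at old age, by ChIP-seq and ChIP-PCR. The summit coverage of the region followed was higher at 10 and 20 months at each of them. The interval at *Col1a1* includes 1 over the genome mean at both ages, while in RPM it lies above 1 at both. The regions followed were chosen by mean RPM, not by Figure 5a, and the ChIP-PCR primers were not mapped. They need not be the enhancers that the paper examined.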

Other observations

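No tests of age are given here, and the regions of chromosomes 2, 4, and 9 were chosen only after the data had been seen.

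Endothelial cells and nerves lie between the myofibers, and the ECM list holds genes of both. The 5 endothelial genes (Pecam1, Sele, Selp, Vcam1, and Icam1) had 14, 20, and 27 distal peaks at 2, 10, and 20 months. The 5 genes expressed in the nervous system (Syt1, Ncam2, Cntn1, Cdh4, and Ctnna2) had 0, 0, and 1. The 20 over 2 month ratio of peaks was 1.93 for endothelial genes, against 2.36 for all 84 ECM genes and 2.50 for the whole lists. Without Icam1 the other endothelial genes had 12, 11, and 15 peaks, a ratio of 1.25, and without Pecam1 3, 11, and 16, a ratio of 5.33. At the 8 shared regions of the endothelial genes the median ratio of summit coverage over the genome mean was 2.03 for 10 over 2 months and 2.19 for 20 over 2 months.

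Of the 84 ECM genes, 11 are in the paper's list of genes up in geriatric SCs and 2 in its list of genes down. Among the 15 genes with a first distal peak at 10 and 20 months, Adamts1 and Thbs2 are in the first list and Fn1 and Itga2 in the second. Of the 20 ECM genes with no distal peak at any age, 3 (Cdh2, Postn, and Tnc) are in the list of genes up. The paper's human genes with activated enhancers hold 17 of the 84 by symbol, among them Adamts2, Col5a1, Ctnnb1, and Thbs2 of the 15, and 8 of the 84 are also up with age in human muscle.

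ECM genes lie in parts of the genome richer in peaks than random positions on the same chromosomes. Other genes were not compared, so whether this is particular to ECM genes was not tested. Under a rule by which a peak counts for every gene within the limits, 45, 61, and 67 of the ECM genes had a distal peak. The median was 33, 47, and 50 among random positions. Among random positions matched on the number of peaks within 100 kb it was 46, 61, and 65.

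On chromosome 4, from 139000001 to 140000000, 116 of the 123 peaks at 2 months overlapped no peak of the other ages, and the background was at its floor at 89.7% of them. Of the 2-month peaks on chromosome X, 84.4% were found at 2 months alone, and 48.2% outside the crowded stretches, against 21.7% on autosomes. Most of the 10 highest summits of each list lay near the start of chromosome 9 or on chromosome 2, the exceptions being 1 peak at 2 months from 35112805 to 35113183 of chromosome 9 and 1 mitochondrial peak at 10 months. On chromosome 2, in the 20-month list, a peak from 98506388 to 98507522 held 356 summit reads, the most that 1 read per position and strand allows at a fragment length of 178 bp. The same limit, 296 reads at 148 bp, was reached by 7 peaks at 2 months, and no peak at 10 months reached its limit of 444.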
